A study of Mus musculus with 3 samples. Its data were reported in "NELL2, a novel osteoinductive factor, regulates osteoblast differentiation and bone homeostasis through fibronectin 1/integrin-mediated FAK/AKT signaling" (2025).

How the data were processed

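ST2 cells, a mouse bone marrow stromal line that can be turned toward osteoblasts or adipocytes, were transfected in 3 ways. Per the labels, the control library came from cells given empty vector and control siRNA, the NELL2 overexpression library from cells given the NELL2 construct and control siRNA, and the Fn1 knockdown library from cells given empty vector and siRNA against Fn1, each siRNA at 30 nM. There was 1 library in each of the 3 groups, so no difference below has a replicate check.

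The authors enriched polyadenylated RNA, sequenced it as paired ends on an MGISEQ-2000 instrument and mapped the reads to mouse transcripts with HISAT2. The values analysed were FPKM (fragments scaled to transcript length in kilobases and to the total of mapped fragments) per gene as deposited by the authors. The program that computed FPKM, its version, the genome build, the annotation, and whether strand was used in counting are not stated. The authors' comparisons used a DESeq normalization and a moderated test, and these were not applied to the FPKM values used here. FPKM already divides by the total of each library and by transcript length, so a gene that shares sequence or exons with another gene can gain or lose FPKM through the way reads were divided between them.

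The table had 51826 rows, of which 26611 were at 0 in all 3 libraries. A gene name occurred on more than 1 row for 187 rows, and 27 names had been turned into dates by a spreadsheet. Names were matched to GENCODE M21 (GRCm38), and 47465 rows (91.6%) had a gene of that name that was unique in both; among rows at 1 FPKM or more in any library the share was 97.4%. Coordinates given below are those of GENCODE M21 on GRCm38 for the gene of that name and not coordinates from the deposited table. Older symbols in the gene lists were matched through RefSeq synonyms (GRCm38.p6).

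The analysis fixed before the data were examined was a read-level exact test on counts. The deposited values were FPKM, so the rule set for that case was used in its place. A gene was called when its log2(FPKM + 1) differed by 1 or more from the control, which is a 2-fold change on this scale, and it reached 1 FPKM or more in either library. The words called and 2-fold refer to this scale. No test was applied and no p-value was computed across genes. A log2 ratio on this scale understates the change of genes of low FPKM.

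Depth was read from low values. In single-transcript genes of 600 bases or more, the commonest low product of FPKM and length gave the worth of 1 fragment, and with it rounded totals of 23000000 fragments in the control, 23700000 in the NELL2 overexpression and 24200000 in the Fn1 knockdown library. Between 23.1% and 23.9% of these low values lay within 0.02 of a whole number of fragments, so whole reads were not recovered and fragment numbers per gene are approximate. They were estimated from the median length of the coding transcripts of a gene, or of all its transcripts where none is coding. This length was chosen after first results with the median of all transcripts had been seen, and the latter is kept as an alternative. At 1 FPKM, a transcript of 2 kb would have 45.9, 47.5 and 48.4 fragments in the 3 libraries, and a short or weakly expressed gene far fewer.

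Gene lists were summarized by their median log2 ratio over the genes at 1 FPKM or more in any library. The median was placed among 10000 random lists of the same size, matched on mean expression in 20 bins, and the central 95% of the random medians is given as the random range. The percentile describes these libraries and is not a p-value. Before the data were examined, 13 lists had been written, for osteogenic, adipogenic, integrin subunit, focal adhesion, PI3K-Akt, actin cytoskeleton, extracellular matrix, interferon-stimulated, cell cycle, immediate early, unfolded protein and integrated stress response, and cholesterol synthesis genes, and for the NELL2 receptors with the paralog Nell1. After a first look at the data, 4 lists were added, for NF-kB and endotoxin response genes (of which Saa3 at least had been seen to rise), NRF2 targets (in 2 parts, since 4 of them had prompted the list) and mitochondrially encoded genes. The lists shared some members. The focal adhesion list held 10 genes of the extracellular matrix list, 9 of the actin cytoskeleton list, 4 of the integrin list and 3 of the osteogenic list.

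Genes named were Nell2 and Fn1, members of the lists, the 5 genes with the largest rise and the 5 with the largest fall among called genes at 10 FPKM or more in the higher library, and the 5 genes called in both comparisons with the largest smaller log2 ratio in the same direction and in opposite directions. Any other gene is said to have been chosen after its values were seen. Not every list member past 2-fold is reported here.

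The 2 comparisons share the control library. Their overlap and correlation were therefore set beside 100 simulated sets of 3 libraries drawn from the mean estimated fragments with no effect, with counting error alone and with an assumed biological coefficient of variation of 0.1, 0.2 or 0.4.

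Sequences of 7 bases were scanned in the 3′ UTRs (of 50 bases or more) of 8142 genes at 5 FPKM or more in any library, with the coding transcript of longest coding sequence taken for each gene. Log2 ratios were first freed of their trend on 3′ UTR GC content and length and limited to 2-fold. For each of the 14454 sequences found in 100 or more genes, z was the difference between the mean of genes with and without it, divided by the spread of that difference. The sequences followed further were chosen after their z was seen. The siRNA sequences of the study were not used here. TGTCAC was followed partly because the recalled, unchecked sequence of a widely sold control siRNA would match it and CGGAGA.

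The calls, the scaling factor, the ranking of lists and the sequence scan were tested on simulated data, the calls with 200 genes changed 4-fold. These 200 were drawn only from genes with a mean of 10 FPKM or more and 100 or more expected fragments, with counting error alone. Their recovery was nearly certain in advance and does not measure sensitivity at lower FPKM, for smaller changes or with variation between cultures. The 2-fold rule recovered 200 of 200 among 12248 genes and also called 52 unchanged genes, through counting error. The exact binomial test on fragments recovered 200 of 200 among 20666 genes and called 1 unchanged gene. The scaling factor came to 100% of the planted one. Of 100 unshifted lists among 12357 genes, 10 fell outside the central 95%, more than the range implies, so a list just outside it carries little weight; a list shifted by 0.5 stood at percentile 100. A planted 7-base sequence ranked 1 in 10778 genes. Work was done in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and exon overlaps were found with bedtools 2.31.1.

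Alternatives set beforehand were the pseudocount (0.1 and 5), the cutoff (1.5-fold and 4-fold) and the filter (none, 0.1 and 5 FPKM). Those added after seeing the data were median-of-ratios scaling of FPKM, genes whose exons overlap no other gene on the same strand, 20 or more estimated fragments in every library, a pseudocount of 0.1 with a filter of 0.1, an exact binomial test on estimated fragments with an adjusted p-value under 0.05, genes at 5 FPKM or more in any library for the lists and the correlation, and removal of the trend on GC content and length for the lists.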

Results

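Messenger RNA was profiled in 3 libraries of ST2 cells, 1 for control transfection, 1 for NELL2 overexpression and 1 for Fn1 knockdown. The comparisons addressed which genes change when NELL2 is raised or Fn1 is lowered, and which change in both. The estimated depth was 23000000, 23700000 and 24200000 fragments in the control, NELL2 overexpression and Fn1 knockdown libraries. Values above 0 were listed for 22220, 22185 and 22082 genes, and 12306, 12329 and 12220 genes reached 1 FPKM. With 1 library in each group, every difference below is a difference between libraries.

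The targeted genes were examined first. Nell2 (ENSMUSG00000022454.17, GRCm38 chromosome 15, 95075230 to 95528559, minus strand) was at 0.640 FPKM in the control library, 326 FPKM in the NELL2 overexpression library and 1.06 FPKM in the Fn1 knockdown library. The rise with the construct was 7.64 on the log2 scale, from about 46 to about 24393 estimated fragments. These values do not separate transcripts of the construct from those of the endogenous gene. Fn1 (ENSMUSG00000026193.15, GRCm38 chromosome 1, 71585520 to 71653200, minus strand) was at 2802 FPKM in the control, 2489 FPKM with NELL2 overexpression and 137 FPKM after knockdown. The knockdown library thus held 4.88% of the control level, a log2 ratio of -4.35, and the NELL2 overexpression library held 88.8%. Both genes moved in the direction the labels give.

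**Figure D1:**
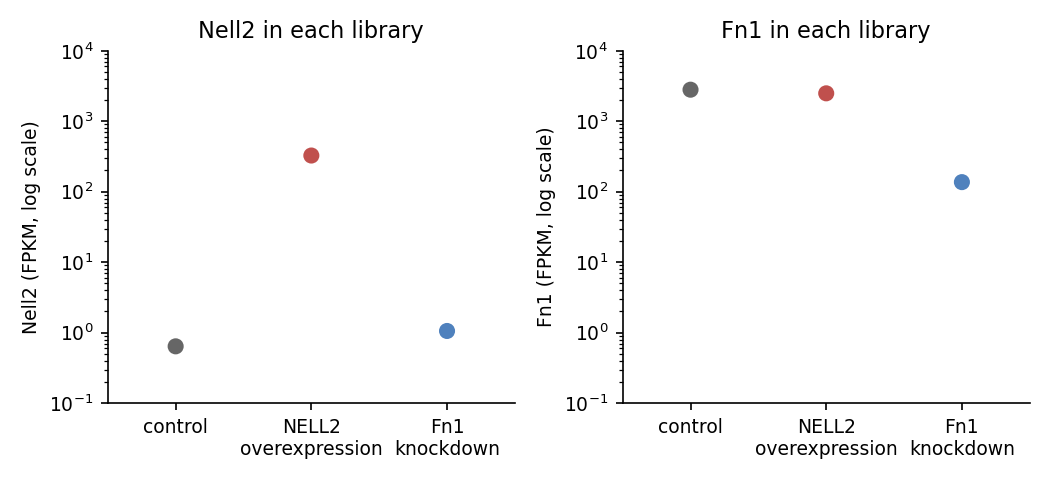
FPKM of Nell2 (left) and Fn1 (right) on a log axis, with 1 point for each library. Nell2 was at 326 FPKM only in the NELL2 overexpression library, and Fn1 fell from 2802 FPKM in the control to 137 FPKM in the Fn1 knockdown library.

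The libraries were alike across genes. Over the 12733 genes at 1 FPKM or more in any library, Pearson's r of log2(FPKM + 1) was 0.989 between control and NELL2 overexpression, 0.982 between control and Fn1 knockdown, and 0.982 between NELL2 overexpression and Fn1 knockdown. The standard deviation of the log2 ratio was 0.25, 0.34 and 0.33 for these pairs. Mitochondrial transcripts made up 7.01% of all FPKM in the control, 6.03% with NELL2 overexpression and 5.92% after Fn1 knockdown.

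NELL2 overexpression was then compared with the control. Among 12572 genes at 1 FPKM or more in either library, 82 differed by 2-fold, with 47 higher and 35 lower. This number depended most on the treatment of low values, reaching 1297 genes with a pseudocount of 0.1 and a filter of 0.1 FPKM. Only 34 of the 82 genes reached 10 FPKM. Of the 78 called genes with an annotated position, 37 had exons that overlapped another gene on the same strand. After Nell2, the largest rises at 10 FPKM or more were in AC147560.1 (from 0.00125 to 53.1 FPKM), Pcdhgb1 (from 0.785 to 46.7 FPKM), Hist2h2aa1 (listed at 0 in the control and at 13.1 FPKM with NELL2) and Saa3 (from 2.36 to 15.6 FPKM, a log2 ratio of 2.30). The first has no position in the annotation used, and Pcdhgb1 and Hist2h2aa1 overlap other genes on the same strand. The largest falls were in Gm27640 (from 10.1 to 0.116 FPKM), which lies within an exon of Tug1, Pcdhgb8 (from 42.5 to 4.59 FPKM), which shares exons with Pcdhgb1 (the summed fragments of both were at 191% of the control), Noct (from 15.2 to 3.54 FPKM), Tomm5 (from 47.1 to 12.4 FPKM) and Emp1 (from 191 to 59.5 FPKM). No exon of Noct, Tomm5 or Emp1 overlaps another gene on the same strand.

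After Fn1 knockdown, 155 of 12574 genes differed by 2-fold from the control, with 86 higher and 69 lower. Of these, 87 reached 10 FPKM, and 39 of the 152 with a position overlapped another gene on the same strand. The same low-value setting gave 1594 genes, with 737 higher and 857 lower. The largest falls other than Fn1 were in Pcdhgb8 (from 42.5 to 0.245 FPKM), Gm20431 (from 33.2 FPKM to a listed 0), H1fx (from 11.8 FPKM to a listed 0) and Gm27640 (from 10.1 to 0.0825 FPKM), each of which overlaps another gene. The summed fragments of Gm20431 and the 2 genes it overlaps, Ube2v1 and Tmem189, were at 109% of the control, and those of Pcdhgb8 and Pcdhgb1 at 106%. Over the 22 annotated Pcdhg genes the sum was at 132% in both the NELL2 overexpression and the Fn1 knockdown library. The largest rises were in AC147560.1 (to 64.3 FPKM), Pcdhgb1 (to 27.2 FPKM), the processed pseudogene Rpl22-ps1 (from 0.370 to 16.9 FPKM), Gm28036 (from 0.799 to 19.1 FPKM) and Bola1 (from 1.59 to 11.7 FPKM). Gm28036 overlaps Cpne1, which fell from 33.8 to 7.20 FPKM, and their summed fragments were at 47.5% of the control; Cpne1 and the genes overlapping Gm20431 were chosen after their values were seen.

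The comparisons had 28 called genes in common. The direction was the same for 27 of them, 15 higher and 12 lower in both libraries. The exception was Saa3, at 2.36 FPKM in the control, 15.6 FPKM with NELL2 overexpression and 0.525 FPKM after Fn1 knockdown. The 5 genes with the largest change in both were AC147560.1, Pcdhgb1, Gm27640, Pcdhgb8 and Gm36961, the last a pseudogene overlapping Ephx1 that rose from 0.0959 to 5.36 and 4.67 FPKM. Because both comparisons use the same control library, shared calls arise with no effect at all. Among annotated genes, 25 calls were shared in the same direction. In 100 simulated sets with no effect and counting error alone, the median was 13 and the range 6 to 25. With an assumed coefficient of variation of 0.1 the median was 14 and the range 6 to 27, with 0.2 the median was 28, and with 0.4 it was 656. The calls per comparison in annotated genes were 78 and 152, against medians of 43 and 40.5 with counting error alone, 44 and 44 with a coefficient of 0.1, 156.5 and 158.5 with 0.2, and 2073 and 2081.5 with 0.4. The standard deviation of the log2 ratios was 0.25 and 0.33, against 0.15 with counting error alone and 0.23, 0.38 and 0.73 with these coefficients. The spread between cultures was not measured, so the number that a shared control gives here is not known.

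**Figure D2:**
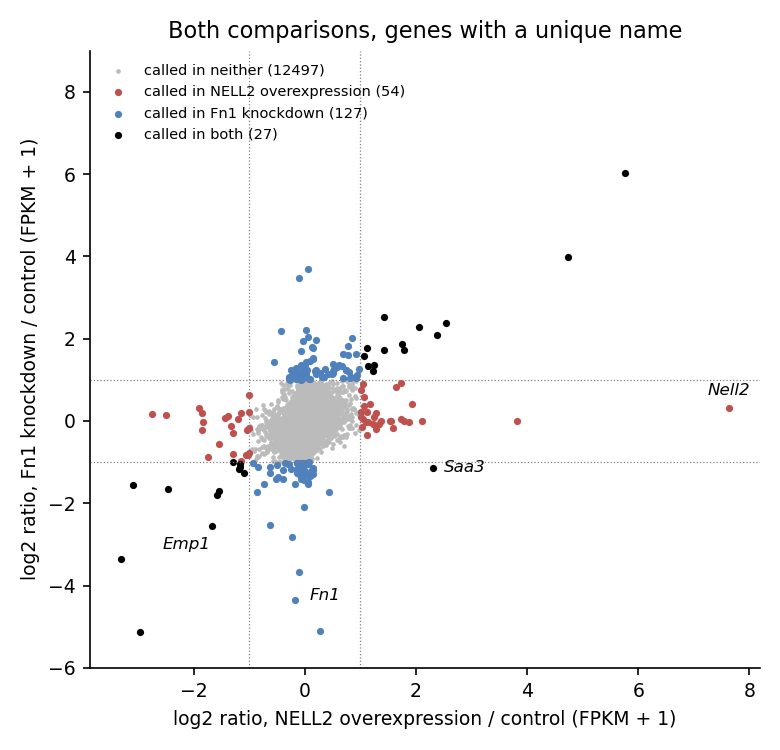
Log2 ratio of FPKM + 1 for NELL2 overexpression (x axis) against that for Fn1 knockdown (y axis), each relative to the control library, with 1 point for each gene that reached 1 FPKM in any library and had a name on a single row. Dotted lines mark a 2-fold change, black points are genes called in both comparisons, and Saa3 is the 1 black point with opposite signs.

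Across the 12733 genes, the log2 ratios of the comparisons correlated with Pearson's r of 0.391 and Spearman's rho of 0.342. Genes are not independent replicates, and the shared control alone gives a positive value. In annotated genes r was 0.365, below the simulated medians of 0.512 with counting error alone and 0.503 with a coefficient of variation of 0.1. The observed correlation was thus no larger than these simulated medians. The simulated sets held no effect of treatment, and changes specific to either treatment would lower the correlation. The comparison therefore cannot show whether a response common to both treatments is present or absent.

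The gene lists were placed among random lists matched on expression. Of 34 list medians over both comparisons, 15 lay outside the random range. These 15 include medians of lists added after a first look at the data, some of them chosen on their values. In the simulated test, 10 of 100 unshifted lists also fell outside. In the NELL2 overexpression library, the osteogenic list had a median log2 ratio of 0.068 over 14 genes and the adipogenic list 0.0095 over 13 genes. The integrin subunit list was at -0.020 (14 genes), the focal adhesion list at -0.024 (60 genes), the PI3K-Akt list at 0.025 (49 genes) and the extracellular matrix list at 0.041 (36 genes). All of these lay within the random range, as did the NELL2 receptor (-0.050, 3 genes), immediate early (-0.0058, 19 genes), stress response (0.031, 27 genes) and cholesterol synthesis lists (-0.025, 19 genes). The actin cytoskeleton list was lower, at -0.057 against a random range of -0.036 to 0.051, with 35 of 45 genes lower. The interferon-stimulated list was higher, at 0.36 against -0.037 to 0.050, with 37 of 42 genes higher and Cxcl10 rising from 46.7 to 102 FPKM. The cell cycle list was lower, at -0.12 against -0.044 to 0.059, with 23 of 30 genes lower. No gene of the osteogenic, adipogenic, integrin, focal adhesion, PI3K-Akt or actin cytoskeleton lists was called, though Fgf2 of the PI3K-Akt list, which overlaps another gene, rose from 1.62 to 3.98 FPKM and was called with a pseudocount of 0.1. Mmp3 of the extracellular matrix list was called, with a log2 ratio of 1.24. Of the reported receptors of NELL2, Ros1 was listed at 0 in all 3 libraries and Robo3 was at 1.13 FPKM or less, whereas Robo2 was at 1.65 FPKM in the control.

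In the Fn1 knockdown library, the cell cycle list stood farthest from the random range among the lists written beforehand. Its median was -0.62 against -0.076 to 0.11, with all 30 genes lower. Plk1, from 40.2 to 19.1 FPKM, was the only one called on the FPKM + 1 scale, and 3 were called with a pseudocount of 0.1. The integrin subunit list was higher, at 0.20 against -0.15 to 0.14, with 10 of 14 genes higher, Itgb1 rising from 497 to 624 FPKM and Itgav from 21.3 to 33.5 FPKM. This list no longer stood apart among genes at 5 FPKM or more, where its median was 0.22. The interferon-stimulated (0.13), stress response (0.16) and immediate early (0.14) lists also lay above their random ranges, the last by a margin lost with either other pseudocount. The focal adhesion list had a median of -0.00018 over 60 genes, with 30 higher and 30 lower, and the PI3K-Akt list was at 0.064, the actin cytoskeleton list at 0.010, the osteogenic list at -0.10 and the adipogenic list at 0.096, all within the random range. The receptor (-0.086) and cholesterol synthesis (0.030) lists were within it as well. The extracellular matrix list was at -0.063 with a range of -0.065 to 0.096, and was just outside in 3 alternatives.

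A list median cannot show genes that move in opposite directions or a change in few members. Within those lists, single genes did change after Fn1 knockdown. The PI3K-Akt list had 2 genes called higher and 3 lower out of 49. The focal adhesion list had 3 of 60 called lower, and the actin cytoskeleton list 2 of 45, against 155 of 12574 genes called in all. No osteogenic, adipogenic, integrin or extracellular matrix gene was called, and these shares were not set beside random lists. Rac1 fell from 123 to 45.6 FPKM, Vcl from 188 to 70.5 FPKM, and Lims1, Ccnd1 and Ccnd3 had log2 ratios of -1.01, -1.04 and -1.37, whereas Fgf2 and Bcl2l1 rose by 1.62 and 1.18. The 3′ UTR of Vcl held the sequence AAGTATGA, that of Ccnd1 held 7 bases of it and those of Rac1 and of the rising Fgf2 held 6, and the 172 scanned genes with all 8 bases had a median log2 ratio of -0.18 in this library. Genes with only the inner 6 bases had a median of 0.017, against 0.018 in genes without them.

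**Figure D3:**
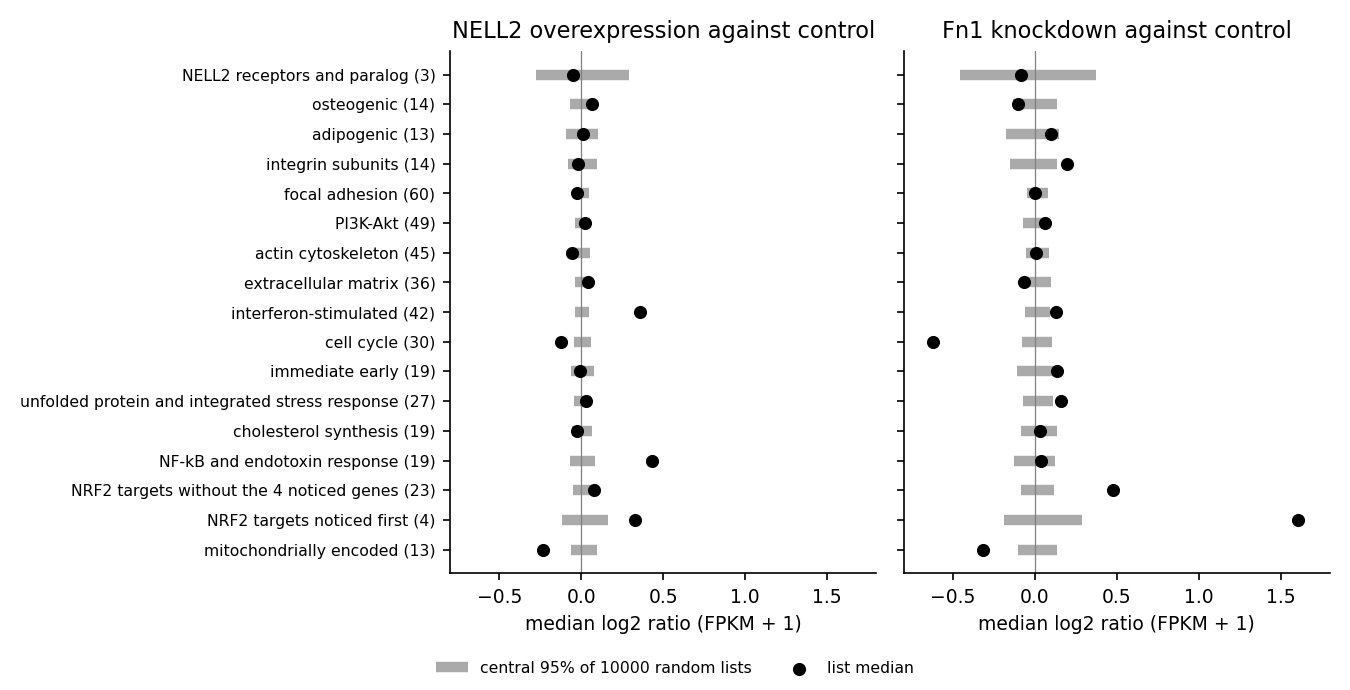
Median log2 ratio of FPKM + 1 of each gene list (black points) in both comparisons, with the number of genes in brackets and the central 95% of 10000 random lists matched on expression as grey bars. The interferon-stimulated list in the NELL2 overexpression library (0.36) and the cell cycle list in the Fn1 knockdown library (-0.62) lie outside the grey bars, while the focal adhesion and PI3K-Akt lists lie inside in both. A median does not show members of a list that move in opposite directions.

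Of the lists added after a first look at the data, the NF-kB and endotoxin response list was higher with NELL2 overexpression (0.43 against -0.067 to 0.081, 19 of 19 genes, and 0.31 over the 17 genes that were not called) and within the random range after Fn1 knockdown (0.037). The NRF2 target list without the 4 genes noticed first was at 0.076 with NELL2 overexpression, just above a range of -0.050 to 0.067, and at 0.48 after Fn1 knockdown, with 21 of 23 genes higher and a median of 0.40 over the 21 that were not called. The 4 genes noticed first, Srxn1, Prdx1, Prdx6 and Taldo1, had medians of 0.33 and 1.61, which were chosen on these values. All 13 mitochondrially encoded genes were lower in both libraries, with medians of -0.23 and -0.31, and mt-Co2 shares sequence with the pseudogene Gm28661, listed at near-equal FPKM.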

Values the study reported

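For NELL2 overexpression in ST2 cells, the study reported 371 upregulated and 293 downregulated genes. For Fn1 knockdown it reported 516 upregulated and 812 downregulated genes. It counted 236 genes that were altered by both treatments.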

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

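Counts of called genes depended on the cutoff and on low values. They are given here as NELL2 overexpression, Fn1 knockdown, both, and both in the same direction. A pseudocount of 0.1 gave 178, 358, 64 and 63 genes, and a pseudocount of 5 gave 26, 50, 12 and 12. A 1.5-fold cutoff gave 325, 784, 116 and 113, and a 4-fold cutoff 16, 22, 8 and 8. With 5 FPKM or more in either library, the NELL2 count was 47 and the shared count 18. Removing the filter, or lowering it to 0.1 FPKM, cannot change a call made with a pseudocount of 1, so these settings test nothing.

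Chosen after seeing the data were the following settings. A pseudocount of 0.1 with a filter of 0.1 FPKM gave 1297, 1594, 519 and 506 genes. The exact binomial test on estimated fragments, which compares libraries and not conditions, gave 233, 558, 89 and 86, and 197, 485, 76 and 74 when length was the median of all transcripts; the former held 70 of the 82 and 142 of the 155 main calls in the same direction. With 20 or more estimated fragments in every library, 45 genes were called for NELL2 overexpression and 15 in both, all 15 in the same direction. Without genes that overlap another on the same strand, these numbers were 41, 13 and 12. Median-of-ratios scaling left all 82 and 155 calls in place, but its factors (0.999, 1.01 and 0.997) were so close to 1 that it tests little. The Fn1 knockdown count stayed within 1.5 times of 155 with 5 FPKM or more (118), without overlapping genes (113) and with 20 or more fragments (109).

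The balance of higher and lower genes after Fn1 knockdown, 86 to 69, turned toward lower genes in some settings. It was 179 to 179 with a pseudocount of 0.1, 367 to 417 with the 1.5-fold cutoff, and 737 to 857 with the pseudocount and filter of 0.1. In the binomial test it was 242 to 316 (211 to 274 with the other length). Shared calls in the same direction, 15 higher to 12 lower, were 196 to 310 with the pseudocount and filter of 0.1. They were 43 to 43 in the binomial test (37 to 37 with the other length). In the other settings more of these shared calls were higher than lower. The cause was not tested.

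The correlation across genes was 0.335 without overlapping genes and 0.448 with the pseudocount and filter of 0.1, and moved by less than 0.05 in the other settings.

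Among list medians, the extracellular matrix list after Fn1 knockdown passed just outside its random range with a pseudocount of 5 (-0.062), with genes at 5 FPKM or more (-0.070) and with the GC content and length trend removed (-0.074). The integrin list after Fn1 knockdown came inside its range with genes at 5 FPKM or more (0.22), and so did the immediate early list with a pseudocount of 0.1 (0.14), a pseudocount of 5 (0.084) and genes at 5 FPKM or more (0.12). Medians near 0 changed sign for the focal adhesion list after Fn1 knockdown under median-of-ratios scaling (0.0016), and in the NELL2 overexpression library for the integrin list (0.033) and the immediate early list (0.0052) with genes at 5 FPKM or more, and for the latter with the trend removed (0.0031). The cause was not tested. For the lists, the filter at 5 FPKM, the scaling and the trend removal were chosen after seeing the data. Such scaling shifts nearly all genes alike and can hardly change the rank of a list. With it left out, the other 92 medians of lists written beforehand, 32 medians of added lists and 66 values of single genes kept their sign and their side of the random range or of 2-fold. For single genes, 2 values changed, Gm36961 (0.92) and Saa3 (-0.41) after Fn1 knockdown, both weaker with a pseudocount of 5.

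Not run, for want of counts, were TMM factors, scaling by total counts, 20 or more counts in every library, and exact tests with an assumed coefficient of variation of 0.1, 0.2 or 0.4. No paired analysis was possible because each group had 1 library, and for the same reason none was left out.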

Other observations

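The tests of scaling for cell cycle genes and of 3′ UTR sequences marking higher genes were chosen only after the result was seen. The patterns themselves were noticed in these libraries before any test, so each explanation below is a hypothesis.

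The 2-fold rule called 47 genes higher and 35 lower with NELL2 overexpression, 86 higher and 69 lower after Fn1 knockdown, and 28 in both. Each of these is lower than the value quoted from the study above. The binomial test on estimated fragments gave 129 higher and 104 lower, 242 higher and 316 lower, and 89 in both, which are lower as well. The counts under the most permissive treatment of low values are higher. The study used another normalization and a test, so the counts are not of the same measure and the cause of the gap is not known.

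Some genes lower in the Fn1 knockdown library shared sequences in their 3′ UTRs. In the Fn1 knockdown comparison, the sequences AGTATGA (z of -11.6, 529 genes) and AAGTATG (z of -11.3, 677 genes) marked lower genes, whereas no sequence went below -4.18 in the NELL2 overexpression comparison, where these 2 had z of -0.073 and 0.62. They overlap as AAGTATGA. Genes with all 8 bases in the 3′ UTR had a median log2 ratio of -0.18 (124 of 172 lower), genes with the first 7 bases -0.070 (505 genes), genes with the last 7 bases -0.045 (308 genes), genes with the inner 6 bases 0.017 (826 genes) and genes with none 0.018 (6331 genes). The reverse complement, TCATACTT, has the same GC content and gave 0.0036 in 207 genes, which argues against GC content as the whole explanation. When the strongest sequence was found in one part of the genes, it had z of -7.78 in the other part, in both directions of the split. Genes with the 8 bases only in coding sequence had a median of -0.075 (279 genes). A candidate explanation is seed pairing of the Fn1 siRNA with other transcripts, since such pairing would lower genes more with 8 bases than with 7, although no fall was seen with the inner 6 alone. AAGTATGA occurs once in the Fn1 transcript of longest coding sequence, at bases 6269 to 6276 of 8315, in coding sequence within exon 38 of 46 (chromosome 1, 71599286 to 71599293 on GRCm38, minus strand). Presence in Fn1 is weak evidence alone, because 38.6% of all scanned 7-base sequences occur in a coding Fn1 transcript. Of the 48 scanned genes called lower, 26 (54.2%) held the inner 6 bases, against 22.2% of all scanned genes and 22.2% of those called higher. The focal adhesion and actin gene Vcl held all 8 bases, and Ccnd1 held 7, so their fall may not follow from loss of Fn1, though Ccnd3 and Lims1 fell without the sequence and Fgf2 rose with 6 bases of it. A second siRNA against Fn1 with another seed would separate these, and none was analysed here.

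A counterpart appeared among higher genes in the same library. The sequence CGGAGAA marked them most strongly (z of 7.60, 155 genes), followed by ACGGAGA (5.35) and TCGGAGA (5.14), whereas the highest z in the NELL2 overexpression comparison was 3.86 and CGGAGAA had 1.01 there. Genes with TCGGAGAA in the 3′ UTR had a median log2 ratio of 0.37 (28 of 39 higher), against 0.0027 in genes without its inner 6 bases. CGGAGAA was the strongest sequence in both parts of the genes when they were split, with z of 4.75 and 6.04. An unrelated sequence, TGTCACT, was the fourth (4.49), followed by TTCGGAG (4.15), GAGAATA (4.02), GGAGAAT (3.86), ATGTCAC (3.77), CACGGAG (3.67) and TGTCACG (3.60). TGTCAC was followed further partly because a control siRNA recalled from memory, unchecked against the study, would match it and CGGAGA. The control and NELL2 overexpression cells received the control siRNA and the Fn1 knockdown cells did not, so a candidate explanation is that these genes were held down by seed pairing of the control siRNA and stood higher where it was absent. If so, part of the difference between the Fn1 knockdown and control libraries may come from the control.

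Antioxidant genes were higher in the Fn1 knockdown library. NRF2 targets other than the 4 noticed first had a median of 0.48, and the 21 of them that were not called 0.40, as an NRF2 response needs. All 4 genes noticed first held CGGAGA or TGTCAC in the 3′ UTR, Taldo1 the full TCGGAGAA. The 20 other NRF2 targets with neither sequence still had a median of 0.36, above a random range of -0.090 to 0.12, which argues against direct pairing of the control siRNA as the whole explanation for the list. An NRF2 response stays open as a hypothesis; whether it would follow from loss of Fn1, from either siRNA or from the culture was not tested.

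Cell cycle genes were lower in the Fn1 knockdown library in all 30 cases. The median was -0.62 with the trend on GC content and length removed, and the median of all genes was -0.0030, so neither that trend nor scaling between libraries accounts for it. The 23 genes without AGTATG in the 3′ UTR had a median of -0.63, which argues against direct seed pairing with these transcripts. Slower growth after loss of Fn1, an indirect effect of seed pairing elsewhere, and a difference in density between 2 dishes remain open and were not tested. In the NELL2 overexpression library the same list was lower by far less (-0.12).

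Interferon-stimulated genes were higher in the NELL2 overexpression library, with a median of 0.35 after the trend on GC content and length was removed, so that trend is not the explanation. The NF-kB and endotoxin response list, which shares no gene with the interferon list, was also higher (0.43, 19 of 19 genes), and its 17 genes that were not called had a median of 0.31, with Saa3 rising from 2.36 to 15.6 FPKM, Ccl2 from 222 to 361 FPKM and Cxcl1 from 3.62 to 8.13 FPKM. Saa3 had been seen before the list was written. The rise is consistent with endotoxin or another inflammatory contaminant in the plasmid preparation, and it would equally follow from a response to NELL2 itself. No value here decides between them, and a second plasmid preparation was not analysed here. The interferon-stimulated list also lay above its random range after Fn1 knockdown (0.13), so a deviation of the shared control library may give part of its rise.

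Shared calls were enriched in overlapping genes. Of 25 annotated genes called in both comparisons in the same direction, 13 (52.0%) had exons overlapping another gene on the same strand, against a median of 8% and a range of 0 to 20% in random genes matched on expression. Reads divided differently among overlapping genes may explain part of this set. Over all overlapping calls of each comparison, fragments were summed over the called gene and the genes it overlaps. The sum was within 2-fold of the control for 28 of 37 calls with NELL2 overexpression and 31 of 39 after Fn1 knockdown. A strongly expressed partner can hide a change in such a sum. The sum of Pcdhgb8 and Pcdhgb1, which moved in opposite directions, was at 106% of the control after Fn1 knockdown and at 191% with NELL2 overexpression, while the sum over the 22 annotated Pcdhg genes was at 132% in both. Counting error alone gave as many as 25 shared calls in 1 of 100 simulated sets, with a median of 13. Among genes with 20 or more estimated fragments on average, however, counting error gave at most 1 shared call against 21 observed, so it does not explain those. Of the shared calls, 12 had no same-strand overlap, all with 20 or more estimated fragments on average. Over genes of any depth, counting error reached 12 such calls in 19 of 100 sets (median 9), and among genes with 20 or more fragments it gave 0. With an assumed coefficient of variation of 0.1 and 20 or more fragments, no set reached the 12 or the 21, and the most was 1 shared call. With 0.2, 47 of 100 sets reached these 12 and 1 reached the 21. The observed standard deviations of the log2 ratios, 0.25 and 0.33, lay between those with 0.1 (0.23) and 0.2 (0.38). Variation between cultures therefore remains open and was not measured. The control library stood 2-fold apart from both others for 27 genes, compared with 36 for NELL2 overexpression and 81 for Fn1 knockdown, so the excess over both that was set as the mark of a deviating control was not seen. Treatment effects may raise the counts of the treated libraries, so this mark cannot exclude a deviating control. A control that deviates no more than another library would still give genes that stand apart in this way. A deviation of the single control library and a response common to both treatments cannot be told apart for these 27 genes, because a second control library was not analysed here. The same limit holds for the lists outside the random range in the same direction in both comparisons. These were the cell cycle (-0.12 and -0.62), interferon-stimulated (0.36 and 0.13) and mitochondrially encoded (-0.23 and -0.31) lists. The NRF2 target list without the 4 genes noticed first (0.076 and 0.48) was another. Among shared calls in the same direction with an annotated position and no same-strand overlap, those with the largest smaller log2 ratio, chosen after their values were seen, were Bola1 (log2 ratios of 2.06 and 2.30 for NELL2 overexpression and Fn1 knockdown), Lrrc8d (1.79 and 1.73), Emp1 (-1.67 and -2.55) and 9130221H12Rik (-1.57 and -1.80).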
